# Single-cell transcriptomics reveals distinct effector profiles of infiltrating T cells in lupus skin and kidney

**DOI:** 10.1172/jci.insight.156341

**Published:** 2022-04-22

**Authors:** Garrett S. Dunlap, Allison C. Billi, Xianying Xing, Feiyang Ma, Mitra P. Maz, Lam C. Tsoi, Rachael Wasikowski, Jeffrey B. Hodgin, Johann E. Gudjonsson, J. Michelle Kahlenberg, Deepak A. Rao

**Keywords:** Autoimmunity, Adaptive immunity, Skin, T cells

## Abstract

Cutaneous lupus is commonly present in patients with systemic lupus erythematosus (SLE). T cells have been strongly suspected to contribute to the pathology of cutaneous lupus; however, our understanding of the relevant T cell phenotypes and functions remains incomplete. Here, we present a detailed single-cell RNA-Seq profile of T and NK cell populations present within lesional and nonlesional skin biopsies of patients with cutaneous lupus. T cells across clusters from lesional and nonlesional skin biopsies expressed elevated levels of IFN-simulated genes (ISGs). Compared with T cells from control skin, however, T cells from cutaneous lupus lesions did not show elevated expression profiles of activation, cytotoxicity, or exhaustion. Integrated analyses indicated that skin lymphocytes appeared less activated and lacked the expanded cytotoxic populations prominent in lupus nephritis kidney T/NK cells. Comparison of skin T cells from lupus and systemic sclerosis skin biopsies further revealed an elevated ISG signature specific to cells from lupus biopsies. Overall, these data represent the first detailed transcriptomic analysis to our knowledge of the T and NK cells in cutaneous lupus at the single-cell level and have enabled a cross-tissue comparison that highlights stark differences in composition and activation of T/NK cells in distinct tissues in lupus.

## Introduction

Systemic lupus erythematosus (SLE) is a highly heterogenous disease, with the potential to manifest an array of pathologies across the body (1). Around 70% of individuals affected by SLE have cutaneous involvement, known as cutaneous lupus erythematosus, though such manifestations can also occur without further systemic symptoms (2). To date, no therapies specifically aimed at cutaneous lupus have been approved, and the current standard of care generally relies on topical corticosteroids and calcineurin inhibitors to attempt to address symptoms (3). A deeper understanding of the cells implicated in cutaneous lupus, both with and without broader systemic involvement, will be beneficial to the development of more efficacious and targeted therapies.

T cells are suspected to play a major role in lupus pathology. Expanded populations of CD4^+^ T follicular helper (Tfh) and T peripheral helper (Tph) cells promote B cell activation and autoantibody production (4–7). Work analyzing the role of Tregs in lupus has, on the other hand, been more contentious, with conflicting results suggesting both increased and decreased presence in the disease (8–12). Single-cell transcriptomic analyses of lupus nephritis (LN) kidney biopsies have suggested a role for cytotoxic T cell subsets in the kidneys of affected patients, with populations of NK cells, cytotoxic T cells, and granzyme K^+^CD8^+^ T cells all being highly represented among lymphocytes in kidney biopsies (13). Furthermore, histologic analyses of cutaneous lupus biopsies identified heterogenous staining of granzyme B^+^ T cells in cutaneous lesions (14). The extent to which T cell infiltrates within different target tissues in lupus — for example, skin and kidney — demonstrate similar effector phenotypes remains unclear.

Advances in single-cell RNA-Seq (scRNA-Seq) technologies have allowed for the high-throughput generation and analysis of cellular states in disease and homeostasis (15, 16). To date, these tools have been applied to multiple rheumatic diseases, including lupus (17). Previous studies in lupus have produced single-cell catalogs of the cell states present in kidney biopsies of patients with LN and in PBMCs of patients with SLE (13, 18, 19). These scRNA-Seq data sets have served as a foundation for a better understanding of the cell types relevant to lupus pathology in these tissues. A single-cell transcriptomic analysis of cutaneous lupus could likewise help to reveal insights into the pathogenesis of the disease and serve as a means to compare the role of a particular cell type, such as T cells, across multiple tissues of lupus pathology.

Here, we report the first detailed transcriptomic evaluation to our knowledge of the T and NK cells in cutaneous lupus lesions at the single-cell level. With paired lesional and nonlesional skin biopsies from patients with cutaneous lupus, as well as skin biopsies from healthy donors, we defined and compared the T cell populations present across these samples. Furthermore, we employed a previously published data set of kidney biopsies in LN patients (13) to perform an integrated analysis of the T cell states present across both pathologic kidney and skin. Lastly, we performed a comparison of skin T cells between cutaneous lupus and systemic sclerosis (SSc) patients, providing a cross-disease examination of the role of T cells across different rheumatic skin pathologies (20). Combined, these analyses reveal both parallels and distinct differences between the T cells in skin and kidney in lupus, suggesting that the effects of therapeutic targeting of T cells may differ in different target tissues.

## Results

### Single-cell transcriptomic identities of skin-localized T cells in cutaneous lupus.

Skin biopsies were obtained from both lesional and nonlesional locations on 7 patients with active cutaneous lupus, as well as 14 healthy controls. Among the cutaneous manifestations of the patients in this study, 3 had a diagnosis of discoid lupus erythematosus (DLE) and 4 had a diagnosis of subacute cutaneous lupus erythematosus (SCLE) (Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.156341DS1). Furthermore, 6 of these patients were diagnosed with SLE, while 1 had isolated cutaneous lupus. Biopsies were dissociated, and droplet-based scRNA-Seq was used to obtain the transcriptomes of T cells. Following the application of quality-control filters, we obtained a total of 3499 T and NK cells for further analysis (Figure 1A). Among these, we broadly identified populations of CD4^+^ T cells, CD8^+^ T cells, and NK cells (marked by *KLRB1* and *TYROBP* expression) (Figure 1B). Further analysis identified 13 subclusters, which largely appear independent of any batch effects (Figure 1C and Supplemental Figure 1).

We next set out to define the unique transcriptional programs of each subcluster (Supplemental Table 2). Across subclusters containing CD4^+^ cells, conventional memory T cells accounted for 3 of these clusters (clusters 0, 1, and 5). FOXP3^+^ Tregs were found across 2 clusters, both sharing expression of *CTLA4*, *ICOS*, and *CD27* (clusters 4 and 10). Notably, the Tregs associated with cluster 4 were found to have stronger expression of *CTLA4*, *TIGIT*, and *ICOS* than those in cluster 10, while those in cluster 10 were marked by higher expression of *CD27*. The differing expression profiles of these Treg clusters suggest that those cells contained in cluster 4 belong to a more activated and suppressive subset (21). In addition, we noted a population of Tfh and/or Tph cells, defined by the absence of *FOXP3* and the expression of markers such as *CXCL13*, *PDCD1*, *ICOS*, and *MAF* (Figure 1D).

Across the NK and CD8^+^ T cell clusters identified in these biopsies, tissue-resident memory CD8^+^ resident memory T cells (Trm), identified by expression of markers such as *ZNF683* and *XCL1*, formed 2 clusters (clusters 2 and 8). A population of CD8^+^ T cells marked by the strong expression of *GZMK* but relative absence of *GZMB* was identified (cluster 3), consistent with a phenotype previously recognized in LN kidneys and rheumatoid arthritis synovium (13, 22). In contrast, cluster 7 expressed higher levels of *GZMB* compared with cluster 3, suggesting a cytotoxic T lymphocyte (CTL) phenotype. Clusters 3 and 7, though, were both found to similarly express the cytokine *IFNG* and chemokines *CCL4* and *CCL5*. Aside from these CD8^+^ clusters, 2 subclusters of NK cells were identified in the data set (clusters 9 and 11). While both share a similar core transcriptional program composed of markers such as *KLRB1*, *TYROBP*, and *NKG7*, the NK cells of cluster 9 are largely differentiated by stronger expression of *XCL1*, suggestive of a CD56^bright^ NK cell population, while those of cluster 11 overexpress *PRF1*, multiple granzyme genes, and *CCL5*, likely representing a CD56^dim^ population (23).

In addition, a cluster marked by the expression of IFN-stimulated genes (ISGs) such as *IFIT1*, *IFIT3*, *IFI44*, *OAS1*, and *LY6E*, among others, was identified. This population of cells appears to be a mixture of CD4^+^, CD8^+^, and CD4^–^CD8^–^ cells, likely comprising cells from the other major subclusters (Figure 1D). This ISG-enriched cluster is consistent with previously published scRNA-Seq studies of the T cells in nephritic kidney, blood, and skin of SLE patients, further highlighting a conserved IFN signature across cell types and tissues in SLE (13, 19, 24).

### Similarly elevated IFN-response signature in T cells at both lesional and nonlesional sites in cutaneous lupus.

We next sought to determine if certain cell subsets were differentially represented among the lesional, nonlesional, and control samples obtained by this study. Of the 3499 T and NK cells sequenced, 2116 and 1383 were collected from cutaneous lupus patients and healthy controls, respectively. In total, 687 cells were obtained from the lesional biopsies of these lupus patients, and 1429 were sequenced from their paired nonlesional samples. Accounting for differences in cell numbers for each sample type, we identified the ISG-high cluster to have greater representation in the lupus patient samples compared with healthy controls (Figure 2, A and B).

The cluster of ISG-high T cells was nearly exclusively represented by cells from the cutaneous lupus samples, including cells from both lesional and nonlesional samples (Supplemental Figure 2). In addition, an elevated ISG transcriptional signature was seen across clusters in both the lesional and nonlesional samples compared with controls (Figure 2C). This is consistent with previous studies that have identified a conserved elevation in type I IFN–regulated genes across patients with cutaneous lupus erythematosus and SLE (25–27).

We next sought to use the transcriptomic data to compare the functional status of T cells in cutaneous lupus and healthy skin biopsies. For this effort, we obtained previously identified activation-, cytotoxicity-, and exhaustion-relevant gene lists and calculated signature scores for lesional, nonlesional, and healthy controls (Supplemental Table 3). Surprisingly, T cells from cutaneous lupus lesions and nonlesional sites appeared quite similar to T cells from control skin across these measures, suggesting a lack of wide-scale activation in T cells within cutaneous lupus skin lesions (Figure 2C).

A focused analysis of the expression of key cytotoxic genes specifically within the CTL cluster similarly revealed no expression differences (Figure 2D). To evaluate the presence of cytotoxic T cells through a complementary approach, we performed IHC on healthy control and DLE skin biopsy samples. We observed CD3^+^ T cells in both healthy and DLE skin, with clusters of T cells visible in some areas of the DLE skin. A minority of the T cells were CD8^+^ cells, consistent with scRNA-Seq results. Staining for granzyme B to detect cytotoxic T cells identified a small number of granzyme B^+^ cells, while the majority of T cells did not express granzyme B (Figure 2E).

In contrast, a focused analysis on the Tph/Tfh cell cluster, a population of cells strongly implicated in pathologic T/B cell interactions in SLE, revealed some differences. Notably, we found an upregulation of costimulatory genes such as *ICOS* and *TIGIT* in Tph/Tfh cells from cutaneous lupus patients compared with their healthy control counterparts, and we further noted an upregulation of HLA-DRA and the transcription factor *MAF*, which has been demonstrated to promote Tph/Tfh cell function (Figure 2F; ref. 4).

Altogether, these data highlight the systemic nature of detection of IFN response genes in T cells of the skin and suggest a potential increase in activity of the B cell–helping Tph/Tfh cells; however, they otherwise indicate limited features of activation or cytotoxicity in skin-localized T cells in cutaneous lupus.

### Low cytotoxicity and effector signatures in T cells from cutaneous lupus compared with LN.

To better understand our results in the broader context of lupus, we sought to define conservation and potential differences across T cells found at different tissue sites in SLE. To accomplish this, we performed an integration of our data set with T cells from a previously published scRNA-Seq data set of immune cells obtained from kidney biopsies of patients with LN (13). Within this data set, we isolated 1719 T and NK cells from 24 patients with LN. Following integration of these data sets using canonical correlation analysis (CCA), we produced a single unified visualization of data from both tissues (Figure 3A and Supplemental Figure 3A). Cells of the same subset largely clustered together irrespective of tissue origin, and the T cell types were found in both tissues, including CD8^+^ Trm, Tregs, CD8^+^ cytotoxic T cells, Tph/Tfh cells, and NK cells (Figure 3, B and C).

When comparing representation of these cell states across tissues, we noted an increased proportion of memory T cells in the skin of cutaneous lupus patients, including CD4^+^ memory and CD8^+^ Trm subsets, along with a larger percentage of cells in the ISG-elevated cluster, when compared with kidney samples of LN patients. Conversely, we observed a strongly increased representation of cells with cytotoxic function, including CD8^+^ and NK clusters, in samples obtained from the kidneys of LN patients (Figure 3D).

Gene-level examination of cytotoxic marker expression between cutaneous lupus and LN further highlighted this difference between T cells from the different tissues, with LN T cells having increased expression of genes associated with cytotoxicity, including *GZMB*, *GZMH*, *PRF1*, and *GNLY* (Figure 3E). In comparison, ISGs showed similar expression levels between cutaneous lupus and LN T cells, indicative of the systemic IFN response in lupus. Along with an increase in cytotoxicity genes, T cells from LN kidneys also showed an increased activation signature score across clusters compared with T cells from skin (Figure 3F).

### Elevated IFN signatures in skin-localized T cells from lupus compared with SSc.

To further extend our exploration of the T cells present in cutaneous lupus, we sought to compare our data with T cells from the skin of another rheumatic disease. A recent study focused on SSc obtained skin biopsies from 27 patients with SSc and an additional 10 healthy controls (20, 28). After isolating T cell transcripts from this data, we integrated the data set with our data set of cutaneous lupus T cells, providing a unified visualization of both sets in the same Uniform Manifold Approximation and Projection (UMAP) space (Figure 4A and Supplemental Figure 3B). Similar to our results upon integrating data from skin T cells with data from kidney T cells in lupus, we observed the presence and coclustering of all major cell types described above in T cells from both SSc skin and lupus skin samples (Figure 4B).

Comparing the distribution of cells from each disease for each cluster, we noted a deficiency of cells from SSc samples in the cluster associated with the strongest ISG signature (Figure 4C). Examination of the sample groups and healthy controls revealed that, while there is a significant increase in ISGs comparing T cells from control skin and T cells from cutaneous lupus lesional and nonlesional sites, no such difference exists between SSc samples and their respective healthy controls (Figure 4D). A heatmap analysis of the expression patterns of multiple ISGs in cutaneous lupus and SSc T cells further corroborated this finding, suggesting that IFNs more strongly influence the cutaneous T cell response in lupus than in SSc (Figure 4E).

We then aimed to profile differences in the activation and effector function of T cells between cutaneous lupus and SSc. Through an examination of signature scores, our analysis noted no differences in these scores between the cutaneous lupus and SSc components of each identified cluster (Figure 4F). Lastly, we sought to compare the Tph/Tfh cluster, which is marked by CXCL13^+^CD4^+^ T cells in cutaneous lupus and SSc. While ISGs represented many of the most upregulated genes in cutaneous lupus, we also noticed an upregulation of multiple activation and exhaustion genes. Notably, we found higher levels of *PDCD1*, *TOX*, *LAG3*, *TNFRSF18*, and *MAF* on average in T cells from cutaneous lupus samples compared with SSc samples (Figure 4G). Together, these results emphasize the strength of IFN response in lupus, even in comparison with another rheumatic disease, and suggest an increased activity of B cell–helping T cell subsets in cutaneous lupus compared with SSc.

## Discussion

This study represents the first in-depth examination of skin-localized T cells in cutaneous lupus using single-cell transcriptomics. Our analysis revealed deep transcriptional heterogeneity within the T cells collected from the skin of these patients, including subsets of CD4^+^ and CD8^+^ memory T cells, Tregs, cytotoxic T cells, Th cells, and others. One of the defining characteristics in our comparison of T cells from lupus patients and healthy donors is the significant upregulation of ISGs. Though the role and sources of IFN is increasingly well understood in the pathogenesis of lupus, including in the skin (27, 29), this study furthers the notion that systemic effects of this signaling can be detected across tissues. Our results demonstrate robust upregulation of ISGs in T cells of both the kidney and skin of lupus patients, far exceeding that in T cells from both healthy skin and skin from SSc patients.

Aside from strong differences related to IFN response, we noted surprisingly little transcriptional evidence of increased activation or effector function engagement when comparing T cells from cutaneous lupus skin with those from healthy skin. In contrast, when comparing T cells from the kidneys of lupus patients with T cells from the skin of lupus patients, our analysis suggests that the T cell infiltrates differ substantially at these 2 tissue sites. We noted a marked increase in T cells associated with cytotoxic function, and we likewise observed an increase in expression of effector function–related genes, in T cells from LN kidneys. These findings raise the possibility that T cells may play different roles in the pathology of lupus in disparate tissues, whereby T cells in organs such as the kidney may mediate cytotoxic effects that contribute to tissue injury, while T cells in the skin may contribute alternative functions, including B cell help, or may be primarily bystanders.

There are several limitations that raise caution about this interpretation of the data. First, the total number of lesional T cells analyzed is limited. Second, it is possible that T cell activation signatures are downregulated during the longer processing time required for isolation of T cells from skin. However, the robust detection of ISGs suggests that at least some of the disease-associated transcriptomic signatures are retained during processing. Third, it is possible that activated T cells are inefficiently collected or preferentially depleted during tissue processing, or that the activated cells represent a small minority of the total cells that is not well visualized in our analyses. IHC analyses support the limited number of granzyme B^+^ T cells in skin in cutaneous lupus, although additional analyses by complementary approaches will be helpful to address these considerations. It is also possible that either systemic or topical treatments may have affected the T cells studied from these patients. As treatments varied across patients, we cannot identify effects of specific treatments in this cohort. Despite these limitations, the striking differences between transcriptomes of T cells from kidney and skin appear to suggest that there may be substantial differences in their functions.

Notably, our analysis of the Tph/Tfh cells of cutaneous lupus patients suggests an increased activation of Tph/Tfh cells obtained from lesional and nonlesional lupus skin compared with control skin or SSc skin. These cells may have a role in directing B cell responses within the skin. However, the frequency of Tph/Tfh cells in cutaneous lupus lesions is low and not clearly different from controls; thus, it is also possible that these cells in skin are a reflection of the activated circulating Tph/Tfh cell populations in SLE patients (30). Furthermore, B cells were not effectively captured in this study, hindering our ability to perform deeper analyses on T and B cell interactions. The findings related to this cell subset and their potential role in the skin of lupus patients warrant further examination with larger populations of isolated cells. In addition, 6 of 7 patients in this study had SLE; thus, additional studies of patients with isolated cutaneous lupus erythematosus are needed to determine whether similar changes are observed in nonlesional skin of patients with cutaneous lupus without SLE.

The search for effective and targeted therapies for lupus remains difficult, and certain gaps in our knowledge of the diseases pathogenesis across tissues remain. Here, we delineate the phenotypes of T cells in cutaneous lupus, both in relation to healthy donor T cells as well as T cells from other affected organs. These results suggest a limited activation of T cells in the skin of lupus patients, especially in comparison with those of the kidney, and suggest that the pathologic roles of T cells in lupus differ depending on the target tissue. These findings may help to explain the differences in the efficacy of antimetabolite or T cell–directed therapies in lupus manifestations in skin and kidney, and they may influence the search for the most efficacious pathways to target to treat cutaneous lupus.

## Methods

### Subjects and sample collection

Skin punch biopsies were obtained from lesional (primarily back, chest, arms) and nonlesional (sun-protected hip) locations from 7 patients with active cutaneous lupus (Supplemental Table 1). A diagnosis of SLE was confirmed for 6 of 7 patients via the 2019 EULAR/ACR criteria (31), and the remaining patient was noted to have cutaneous involvement only. In addition, 14 healthy donors were recruited to obtain control skin punch biopsies from sun-protected skin.

### IHC

Paraffin-embedded tissue sections (DLE and control) were heated at 60°C for 30 minutes, deparaffinized, and rehydrated. Slides were placed in antigen retrieval buffer and heated at 125°C for 30 seconds in a pressure cooker water bath. After cooling, slides were treated with 3% H_2_O_2_ for 5 minutes and blocked using 10% goat serum for 30 minutes. Overnight incubation (4°C) was then performed using anti–human CD3 (Thermo Fisher Scientific, UM500048, 1:300), CD8 (Thermo Fisher Scientific, MA5-14548, 1:100), or GZMB (Abcam, ab243879, 1:200). Slides were then washed and treated with secondary antibody for 30 minutes, with peroxidase for 30 minutes, and with diaminobenzidine substrate for 2–5 minutes. Counterstain was then performed with hematoxylin and dehydrated, and then slides were mounted.

### Single-cell cDNA and library preparation

The collected biopsies were incubated overnight in 0.4% dispase (Invitrogen) in HBSS (Thermo Fisher Scientific) at 4°C as previously detailed (24). Single-cell libraries for all samples were generated using the 10× Genomics Chromium Single Cell 3′ (v3 Chemistry) protocol through the University of Michigan Genomics Core. Finally, libraries were sequenced on an Illumina NovaSeq 6000 sequencer to generate 150 bp paired end reads.

### Data analysis

#### Processing FASTQ reads.

Initial processing of the sequencing output, including quality control, read alignment to a reference genome (GRCh38), and gene quantification was performed using the 10× Genomics Cell Ranger pipeline (v3.1.0). Following the generation of barcode and UMI counts, samples were merged into a single expression matrix using the cellranger aggr pipeline.

#### Data subsetting and quality control filtering.

T and NK cell clusters were subset from the above data set of skin biopsies from cutaneous lupus patients and healthy donors in Seurat (v4.0.3). The remaining cells were then filtered to only include cells with between 200 and 3500 detected features and those with less than 15% of reads associated with mitochondrial genes.

#### Dimensionality reduction and clustering.

Cells that passed all subset and filter steps then underwent another round of principal component analysis, where the first 20 PCAs were subsequently used for downstream analysis. To ensure integration of our samples, we corrected batch effects at the level of the sample using Harmony (32). We employed Harmony using our PCA reduction with theta = 2, max.iter.cluster = 20, and max.iter.harmony = 10. After integration, cells were clustered using Louvain clustering in Seurat with a resolution of 0.6, determined through an iterative analysis of clustering results. Resulting clusters were then visualized using UMAP plots. Differential gene expression between clusters was determined using a Wilcoxon rank-sum test, and the resultant list was filtered to only include genes with a log fold-change greater than 0.25 and those that were detected in at least 50% of the population being tested.

#### Data set integration.

Inter–data set integration was performed using CCA in Seurat (33). First, the LN and SSc data sets were downloaded and filtered on the above quality control metrics, before being clustered. The T and NK cells were then subset out from the respective data sets. Following this, CCA integration was performed by first finding anchors between the data set pairs, using the first 20 dimensions. Afterward, the *IntegrateData* function in Seurat was used to display the data sets on the same UMAP.

## Data availability

The cutaneous lupus single-cell transcriptomics data analyzed in this publication is available in the Gene Expression Omnibus (GEO) database under the accession no. GSE186476.

The LN analyzed during this study can be accessed within the Single Cell Portal hosted by the Broad Institute using the study ID SCP279.

The SSc data analyzed during this study is available in the GEO database under the accession nos. GSE138669 and GSE181957.

## Statistics

Statistical analysis was performed using Kruskal-Wallis testing (Figures 2 and 4) in GraphPad Prism (v9). For all statistical tests, *P < 0.05 and **P < 0.01.

## Study approval

Sample collection for this study was approved by the University of Michigan IRB and conducted according to the principles of the Declaration of Helsinki.

## Author contributions

GSD conceived and designed the analysis, analyzed data, and wrote the manuscript. ACB, MPM, RW, LCT, and JBH collected and processed samples. XX completed tissue staining and image collection. JEG collected samples and completed tissue staining and image collection. FM analyzed data. JMK conceived and designed the analysis and supervised the work. DAR conceived and designed the analysis, analyzed data, wrote the manuscript, and supervised the work.

## Supplementary Material

Supplemental data

Supplemental table 1

Supplemental table 2

Supplemental table 3

## Figures and Tables

**Figure 1:**
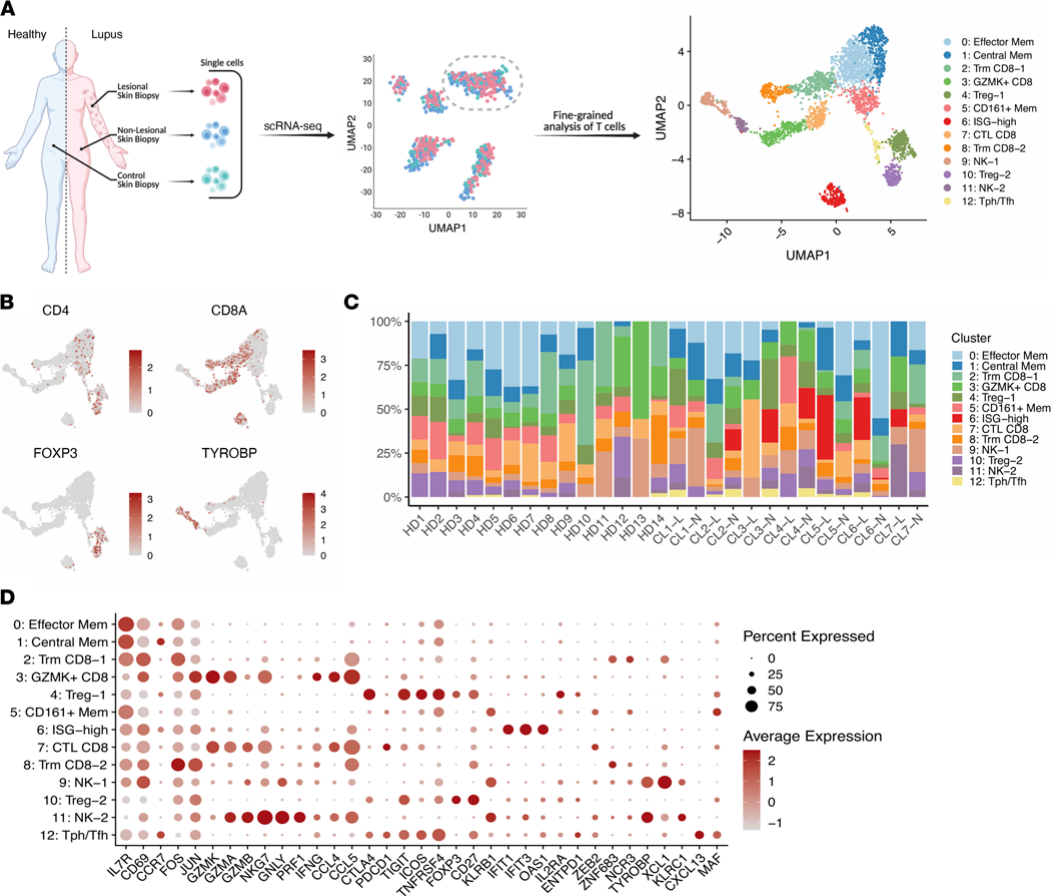
Identification of T and NK cell states in lesional and nonlesional skin biopsies of cutaneous lupus patients. (**A**) Schematic diagram of study, including sample collection, initial scRNA-Seq, and fine clustering of T cell subsets. (**B**) UMAP plots of main T cell lineage marker expression. (**C**) Bar plot of cluster assignments for captured cells in each sample. (**D**) Dot plot of differentially expressed genes in each identified cluster. HD, healthy donor; CL, cutaneous lupus; L, lesional; N, nonlesional.

**Figure 2:**
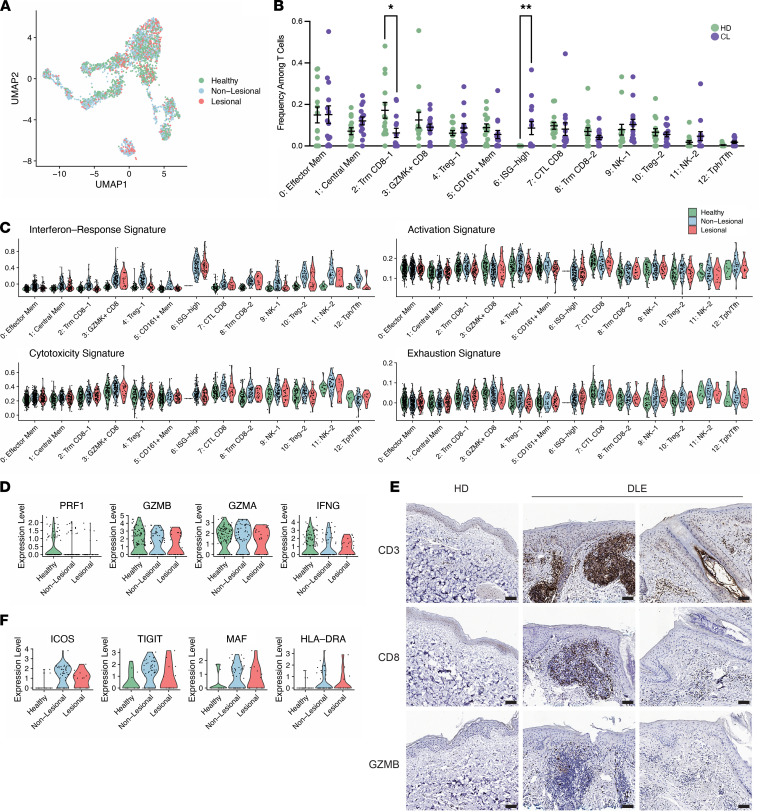
Examination of differences between lesional, nonlesional, and healthy skin biopsies. (**A**) UMAP plot of cells colored by sample type. (**B**) Comparison of the frequencies of T cells per cluster between cutaneous lupus (CL) patients and healthy donors (HD). (**C**) Violin plots of signature scores between healthy, lesional, and nonlesional cell components of each cluster. (**D**) Violin plots of the expression of select markers between healthy, lesional, and nonlesional cell components of the CTL CD8 cluster. (**E**) Representative IHC staining for CD3, CD8, and GZMB in healthy donor and discoid lupus erythematosus (DLE) skin biopsy samples. *n* = 4 biopsies used for IHC in both groups. Scale bars: 100 μM. (**F**) Violin plots of the expression of select markers between healthy, lesional, and nonlesional cell components of the Tph/Tfh cluster. Data are shown as mean ± SEM. *P < 0.05, **P < 0.01 by Kruskal-Wallis test in **B**.

**Figure 3:**
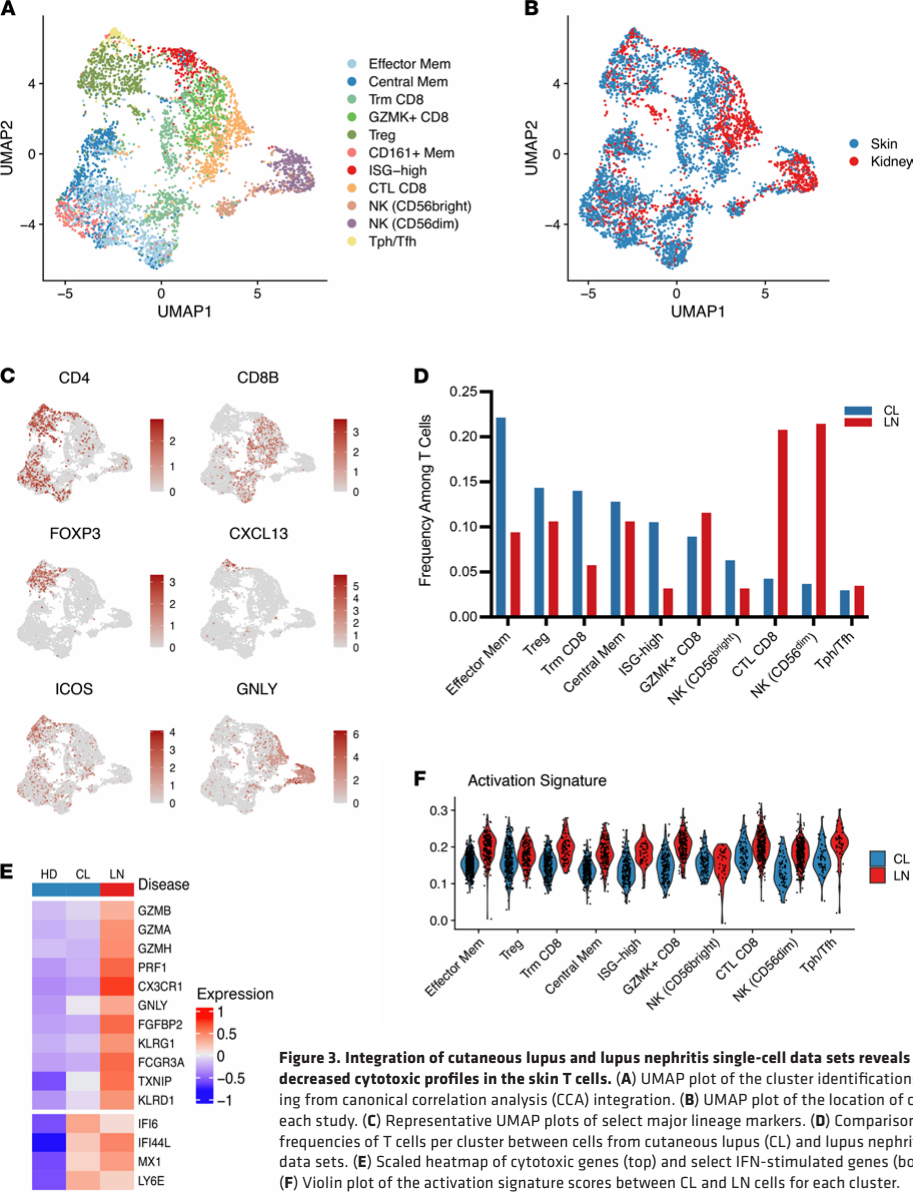
Integration of cutaneous lupus and lupus nephritis single-cell data sets reveals decreased cytotoxic profiles in the skin T cells. (**A**) UMAP plot of the cluster identifications resulting from canonical correlation analysis (CCA) integration. (**B**) UMAP plot of the location of cells from each study. (**C**) Representative UMAP plots of select major lineage markers. (**D**) Comparison of the frequencies of T cells per cluster between cells from cutaneous lupus (CL) and lupus nephritis (LN) data sets. (**E**) Scaled heatmap of cytotoxic genes (top) and select IFN-stimulated genes (bottom). (**F**) Violin plot of the activation signature scores between CL and LN cells for each cluster.

**Figure 4:**
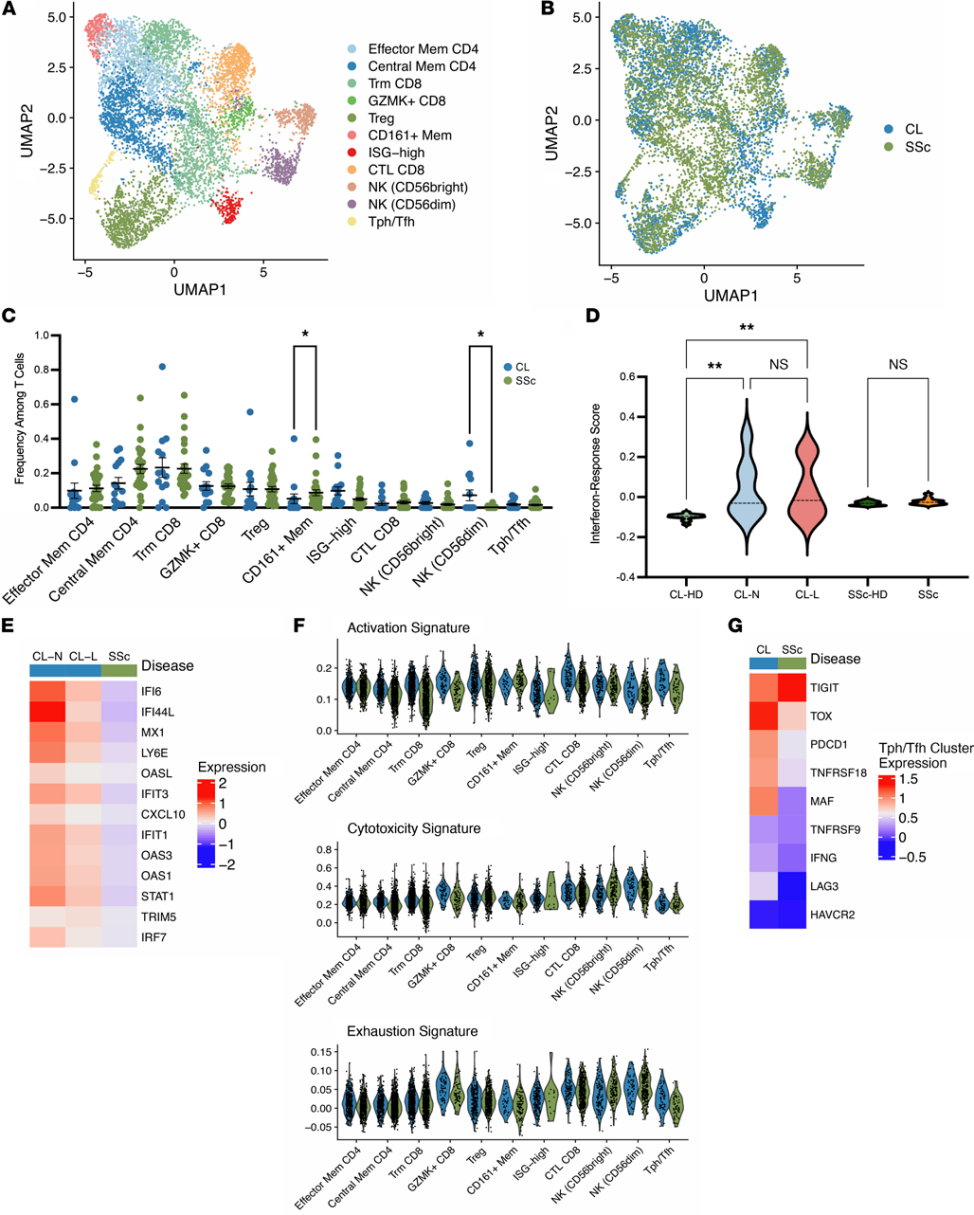
Integration of cutaneous lupus and systemic sclerosis single-cell data sets demonstrates selective ISG upregulation in lupus. (**A**) UMAP plot of the cluster identifications resulting from CCA integration. (**B**) UMAP plot of the location of cells from each study. (**C**) Comparison of the frequencies of T cells per cluster between cells from cutaneous lupus (CL) and systemic sclerosis (SSc) data sets. (**D**) Violin plot of IFN response signatures between study and sample types. (**E**) Scaled heatmap of IFN-stimulated genes. (**F**) Violin plots of signature scores between CL and SSc cells for each cluster. (**G**) Scaled heatmap of select activation and exhaustion markers in the Tph/Tfh cluster. Data are shown as mean ± SEM. *P < 0.05, **P < 0.01 by Kruskal-Wallis test in **C** and **D**.

## Version 1 03/15/2022

In-Press Preview

## Version 2 04/22/2022

Electronic publication

# Supplementary material for: Single-cell transcriptomics reveals distinct effector profiles of infiltrating T cells in lupus skin and kidney
**Source:** JCI Insight. 2022 Apr 22;7(8):e156341. doi: 10.1172/jci.insight.156341
**Supplement:** Supplemental data

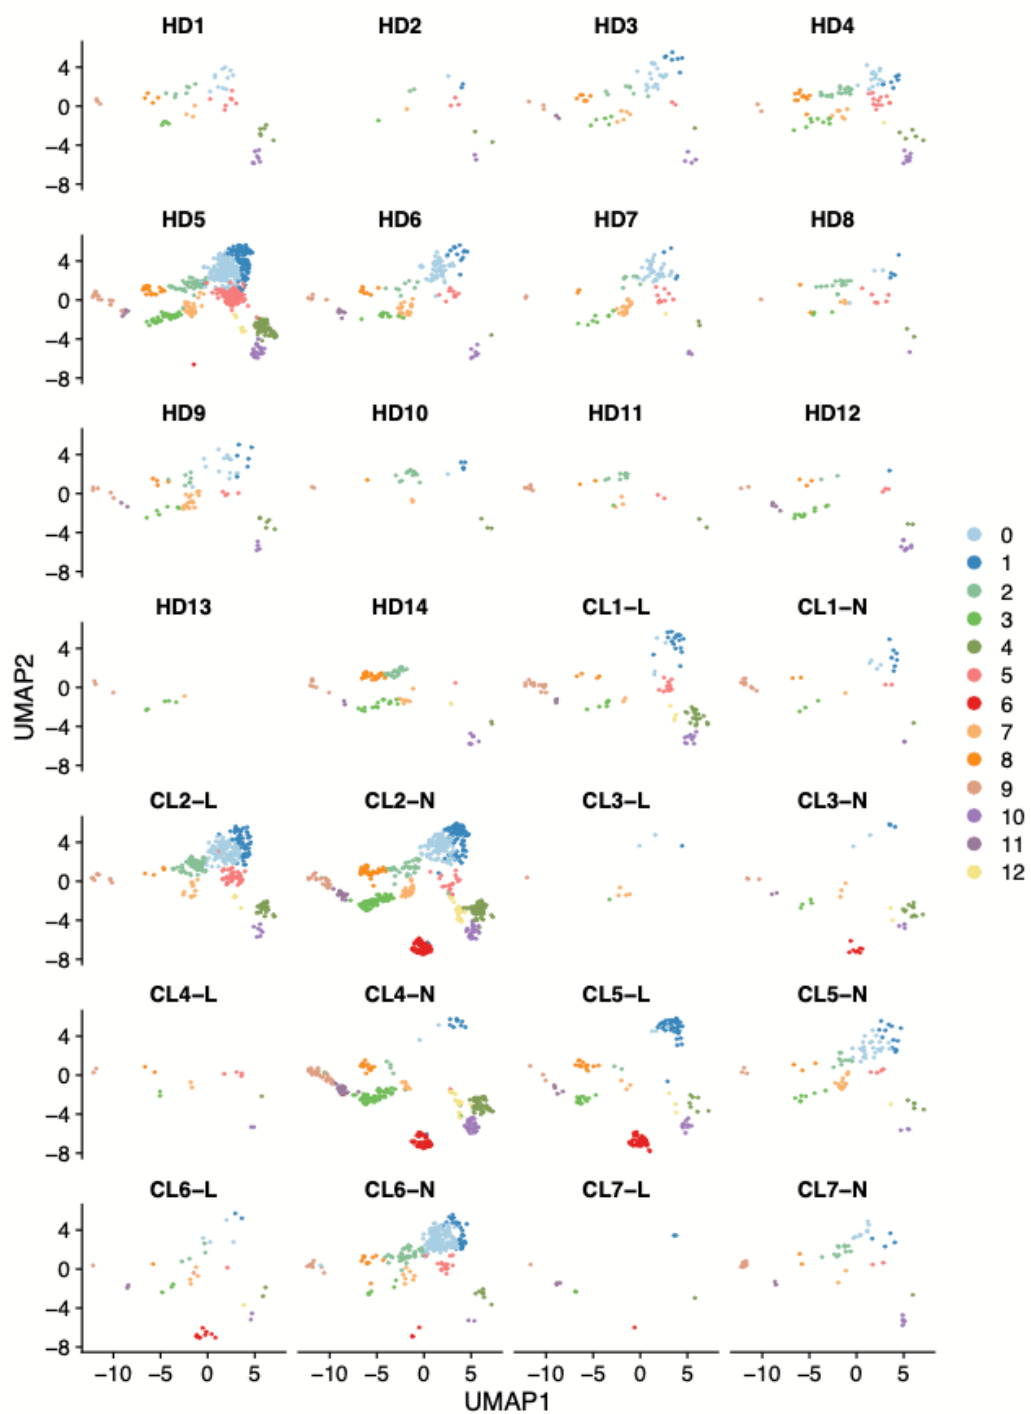

Supplementary Figure 1. UMAP plot locations of the cells from each sample.

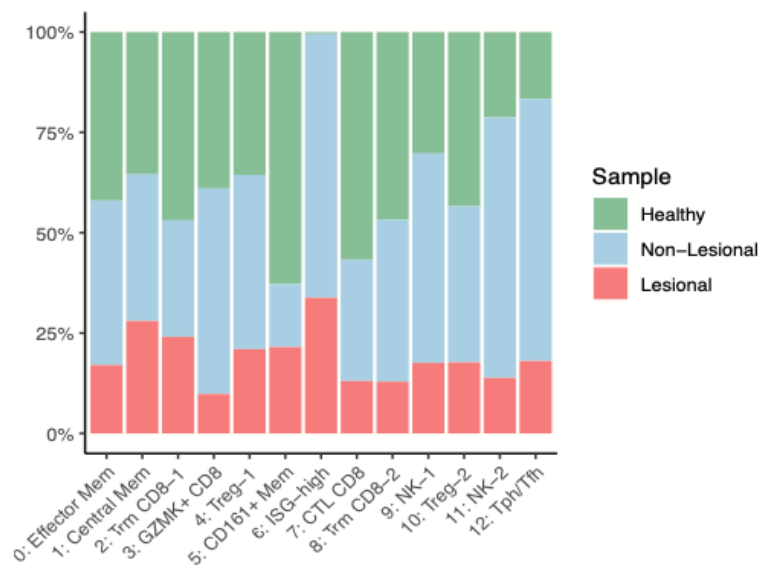

Supplementary Figure 2. Barplot of the healthy, non-lesional, and lesional components of each cluster.

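The bars of Supplementary Figure 2 divide the cells of each T/NK cluster by the kind of biopsy they came from, which was healthy skin, nonlesional lupus skin or lesional lupus skin. A bar therefore describes the makeup of one cluster, and not the frequency of that cluster within a biopsy, which the paper compares separately in Figure 2B. The kinds of biopsy gave different numbers of cells, and the legend does not say whether the segments were corrected for this. Cells of several donors are pooled in each bar, and the plot carries no error between donors. ISG-high is the cluster marked by IFN-stimulated genes such as *IFIT1*, *IFIT3* and *OAS1*, whose products belong to the antiviral response to type I IFN. From its bar the paper states that this cluster came almost wholly from the lupus biopsies, lesional and nonlesional. The single-cell libraries behind the bars were not analysed here.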

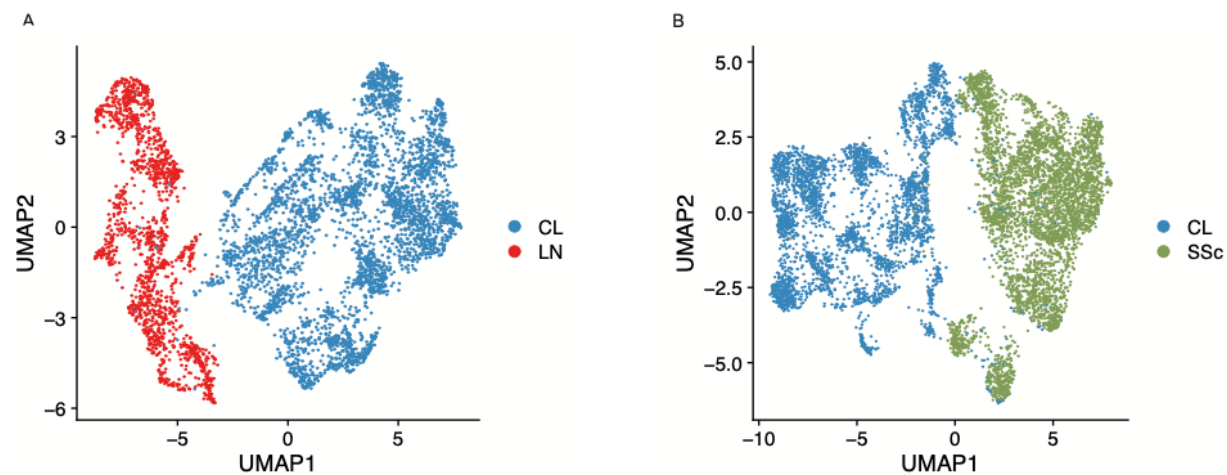

Supplementary Figure 3. A. UMAP plot of the merged cutaneous lupus (CL) and lupus nephritis (LN) datasets before CCA integration. **B.** UMAP plot of the merged CL and systemic sclerosis (SSc) datasets before CCA integration.

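Both panels of Supplementary Figure 3 show cells of 2 studies placed together without correction, so that cells of one study can lie apart from similar cells of the other. The lupus nephritis cells came from kidney biopsies and the SSc cells from skin biopsies, both of earlier studies. In the paper's methods, T and NK cells were taken from each data set and integrated by canonical correlation analysis in Seurat. Its first step found anchors between the members of a pair, and the *IntegrateData* function then brought both onto one map. The corrected maps are those of Figure 3 and Figure 4. Distances in a UMAP plot have no unit, so these panels show whether cells of the 2 studies intermingle and give no size for the difference. Kidney and skin were each processed in a separate study, so tissue and study differ together in panel A. The counts of these data sets were not analysed here.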

[See uploaded file]

Supplementary Table 1. Clinical characteristics of cutaneous lupus patients included in this study.

[See uploaded file]

Supplementary Table 2. Genes differentially expressed across T/NK clusters in skin biopsy samples.

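Supplemental Table 2 gives, for each T/NK cluster, genes whose expression differed between the cells of that cluster and all other T/NK cells. The first 1998 of its 3342 rows were read here, and they cover 9 clusters, the last of which may continue in the part not read. All fold changes, shares of cells and adjusted p-values in it are the paper's, from a Wilcoxon rank-sum test in which single cells, not donors, are the units. In the ISG-high cluster the 5 genes with the highest fold change were *IFI6*, *MX1*, *IFIT3*, *RSAD2* and *ISG15*, all known targets of type I IFN. The paper's log2 fold change was 2.52 for *MX1*, which was detected in 86.4% of the cells of the cluster and in 22.0% of the other cells, and 2.28 for *IFIT3*, detected in 70.9% and 6.8%. The same cluster had 149 genes above 0 and 197 below 0, and among the latter were *FTH1*, the heavy chain of ferritin, at -2.38 and *EZR*, which links the membrane to actin, at -2.02.

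Of the granzyme genes, *GZMK* and *GZMA* were raised in both the GZMK+ CD8 and the CTL CD8 clusters, and of these clusters *GZMB* was listed for the latter alone. *GZMK* had a log2 fold change of 2.93 in the GZMK+ CD8 cluster, where 86.1% of the cells had it against 12.0% of the other cells, and 2.01 in the CTL CD8 cluster, where 78.9% had it. *GZMB*, a protease of cytotoxic granules, was listed for the CTL CD8 cluster with 2.17, in 60.8% against 9.5% of the cells, and among the rows read for no other cluster. The larger of both shares was at least 50.0% in every row read, so a gene that is not listed for a cluster can still be expressed in it. *CCL4*, a chemokine gene, led both clusters with 3.40 and 2.40. In the Treg-1 cluster *CTLA4*, an inhibitory receptor, had 2.39 and *TIGIT* 1.81. The second CD8 resident memory cluster is the last one reached, with 102 rows read, and among these rows alone *HSPA1B*, a heat shock gene, and *DUSP1* and *DNAJB1*, which respond to stress, had the highest fold changes. These genes were not particular to that cluster, since in the GZMK+ CD8 cluster *HSPA1B* had 1.82, *DNAJB1* 1.80 and *DUSP1* 1.02. Of the rows read, 1134 had a fold change above 0 and 864 below 0, and 447 had an adjusted p of 0.05 or more. The genes named were chosen after the paper's values were seen, most of them from the top of its lists, so they are not independent evidence for the cluster names.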

[See uploaded file]

Supplementary Table 3. Signature gene lists for activation, cytotoxicity, exhaustion, and interferon response.

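Supplemental Table 3 holds the 4 gene lists from which the paper computed its signature scores (Figure 2C). The IFN list has 125 entries and 110 distinct symbols, because it joins 3 published modules without removing repeats, and 1 of its symbols is stored as a date. Besides IFN-stimulated genes such as *IFIT1* and *MX1*, it holds *ACTA2*, the actin of smooth muscle, and *ASPRV1*, a protease of the outer epidermis. All 5 IFN-stimulated genes the paper names for its ISG-high cluster are in it. The activation list has 474 genes and the cytotoxicity list 46, and 28 genes are in both. Of the cytotoxicity list, 8 genes are HLA genes and 5 are *CD1* genes, which present antigen, and 1 encodes a granzyme, *GZMM*. Of the 4 cytotoxic genes that the paper compares between skin and kidney (*GZMB*, *GZMH*, *PRF1* and *GNLY*), *PRF1* is in that list and the other three are not. The exhaustion list has 200 genes and shares 13 with the activation list, among them *CTLA4*, *EOMES* and *IFNG*, and 0 with the cytotoxicity list. *GZMB* is in the exhaustion list, whereas *PDCD1*, *LAG3* and *TIGIT*, which encode inhibitory receptors of T cells, are in the activation list and not in the exhaustion list. The IFN list shares 6 genes with the activation list, 2 with the exhaustion list and 1 with the cytotoxicity list.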

How the deposited data were processed for this re-analysis (not part of the article)

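The study compared T and NK cells from 14 healthy, 7 nonlesional and 7 lesional skin biopsies by single-cell RNA-Seq. Those libraries were not analysed here. The processed data used here come from 1 further sample, a section of lesional lupus skin measured by spatial transcriptomics, in which RNA is captured on spots that each cover a small area and can hold several cells or part of one. The paper does not report on this section, so its values stand in the closing section and not beside the paper's conclusions. Text beside the supplementary figures and tables explains those items from the paper and its supplements.

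The authors deposited a matrix of UMI counts, whole numbers of unique molecules per gene and spot with no normalization. The submitters' processing notes name bcl2fastq, Space Ranger and Seurat and the build hg38. Versions, the annotation release and the rule by which spots were kept are not given in the sources used here, and no spot positions were used. The matrix holds 33538 genes, 1948 spots and 8246018 UMIs, with 9 to 69452 UMIs per spot (median 2121). Coordinates are those of GENCODE release 44 on the same build.

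The 1563 spots with at least 500 UMIs were kept, which hold 99.0% of the UMIs, at a median of 2886 UMIs and 1638 genes per spot and a median mitochondrial share of 2.42%. Counts were scaled to 10000 per spot and log transformed for clustering alone. The 2000 most variable genes, 20 principal components, 15 neighbours and Louvain clustering at resolution 0.6 gave the regions. The genes of the 4 signature lists of Supplemental Table 3, the genes the paper names and immunoglobulin and T cell receptor genes were also left out of the clustering. A region was named for a list of marker genes when 3 or more of its 10 leading genes were in that list and no list had more, and otherwise for its first leading gene. Leading genes were ranked by the fold over the other spots after adding 10 CPM, among genes with at least 20 UMIs in the region. Named genes were those in the paper's results text, the leading genes of regions, and the 3 most abundant members of each list. *CD8B* and *IFNK* were added outside this rule after values had been seen. Some planned results are not reported here. Which of the named genes and lists to describe was also chosen after their values were seen. Y-linked genes and others that differ by sex, variable segments of immunoglobulin and T cell receptor genes, and genes whose presence differs between people were left out of the clustering and are not named, although sums over lists can hold some of them.

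Levels are summed UMIs per 1000000 UMIs (CPM). Intervals are 95% exact Poisson intervals for levels, exact (Clopper-Pearson) binomial intervals for shares of spots, exact conditional intervals for log2 ratios of levels and Greenland-Robins intervals for ratios over regions, and all cover counting error only. A count of 0 allows up to 3 counts. Spots with and without UMIs of *CD3D*, *CD3E* or *CD3G* were compared by a Mantel-Haenszel rate ratio over regions. With 1 section there is no replicate, so no test was made and no p-value is given. For medians of lists, 0.5 UMIs were added to each side of a member's ratio, and the medians were placed among 10000 random lists whose members lay within 50 ranks of mean expression, as a description of this section. Of the 125 entries of the IFN list, 109 distinct genes were matched to the matrix, with 469 of the activation list, 45 of the cytotoxicity list and 199 of the exhaustion list.

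Alternatives to the minimum depth, the clustering, the lists, the total and the depth of the spots were set before the data were examined, and others were added later. For one alternative every spot was thinned to 1000 UMIs, which left 1388 spots, and 175 spots were too shallow. Regions were not formed again after thinning. The rate ratio was tested on simulated spots drawn from the regions' mean profiles, with 100 genes raised 1.5-fold and 100 raised 2-fold in some spots. The median log2 ratio recovered was 0.54 for a true value of 0.58 and 0.99 for a true value of 1, and 95% of the intervals held the true value at each size. Apart from the raised genes, simulated spots of a region differed by counting error alone, and the raised spots were drawn without regard to depth. This coverage therefore checks the calculation and does not show how often the intervals hold in the section. In those simulated spots the clustering, run with the signature genes allowed, gave 9 regions where 9 had been drawn, with an adjusted Rand index of 0.556, so that single spots were often placed in another region than the one drawn. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0, pandas 2.3.3 and python-igraph 0.11.9.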

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

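Among the tests of the patterns described last, those of depth, of the structural genes and of held-out UMIs were chosen after the result was seen, as were both comparisons. Levels in CPM are UMIs per 1000000 UMIs.

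The results here were singled out because the section is a sample the paper does not report on and each count lies above the 3 counts that a count of 0 allows. In the spots kept, the IFN list of Supplemental Table 3 had 150662 UMIs. The IFN-induced chemokines *CXCL9*, *CXCL10* and *CXCL11* had 344. The T cell genes *CD3D*, *CD3E* and *CD3G* had 165. The plasma cell list, which includes *IGKC* and *IGHG1*, had 15879. *GZMB* had 46 UMIs, *GZMK* 5 and *CXCL13* 5. A list of 14 IFN genes had 7 UMIs, of which *IFNE* gave 5 and *IFNL1* gave 2. *IFNG* and *IFNK* had 0, which allows up to 3 counts each.

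The IFN list was higher in the CCL19-led region than in the other spots, by a log2 ratio of 0.58 (95% interval 0.56 to 0.61), but by 0.34 with no minimum of UMIs and 0.30 at resolution 0.3, where no CCL19-led region stood apart and the spots lay in a fibroblast-led one of 498 and 425 spots. Leaving the 50 most abundant genes out of the total left 0.51. Of 101 members measured, 94 were above 0, with their median at percentile 100 among random lists. These values argue against a few abundant genes or a few abundant members as the whole cause. Thinning every spot to one depth left 0.48 (0.39 to 0.57). It is not expected to change the share of the IFN list within a spot, only the weight of each spot. Thinning therefore shows that the deepest spots alone did not set the ratio, and cannot otherwise decide on depth. Endothelial content remains a possible explanation, although 15 spots elsewhere with as high an endothelial share had a log2 ratio of -0.26 (-0.36 to -0.17) to the region, which under the bound set beforehand would have argued against it. That reading was given up after the value was seen, because 33 spots, a different pick made by the same rule on a random part of their UMIs, had 5951 endothelial CPM in their remaining UMIs against 8904 in the region (log2 ratio -0.58, -0.77 to -0.39) and a log2 ratio of -0.22 (-0.32 to -0.12) for the IFN list, so spots picked by this rule were less endothelial than the region. The plasmacytoid dendritic cell list also had its highest level there (90.3 CPM, 66.1 to 120.5), with an interval that overlapped those of the smooth muscle-led and the larger fibroblast-led regions. Most of its UMIs there were of members other than *PLD4* and *LILRA4*, and *LILRA4* had 7 UMIs in all spots kept, so the level does not show these cells to be present. This list was not tested, and no biological explanation was tested, as the design holds 1 section of 1 condition.

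The IFN list was lower in the keratin-rich regions (KRT1-led and WFDC12-led) than in the fibroblast-led regions, by a log2 ratio of -0.52 (-0.55 to -0.50), and by -0.33 to -0.72 under alternatives, but this was not particular to IFN genes, since the median log2 ratio over members with 20 or more UMIs in all spots kept was -0.50 for the IFN list, -0.37 for the activation, -0.43 for the cytotoxicity and -0.22 for the exhaustion list, at percentiles 0, 0, 4.47 and 0.04 among random lists. Keratin-rich regions were those above 100000 CPM of the keratinocyte list, a bound set after seeing the data. It left out the COMP-led region, at 63112 CPM. There the IFN list had 20068 CPM, against 20374 and 17747 in the fibroblast-led regions. By the 5 genes the paper names it had 3674 CPM, against 3410 and 2600. The lower IFN list thus does not hold for every region with epidermal genes. Without *ACTA2* and *ASPRV1* the log2 ratio of the keratin-rich regions was -0.60, and with the other total -0.49. So neither the structural genes in the list nor a few abundant genes in the total explains it. Endothelial content of the fibroblast-led regions remains a possible explanation. The comparison meant to test it rested on 1 fibroblast-led spot of 1043 UMIs as poor in endothelial UMIs as the keratin-rich regions, with a log2 ratio of -0.041 (-0.91 to 0.71); it was first read in favour of this explanation, and as undecided only after a stricter rule for so few UMIs was set with the value in view. No biological explanation was tested here either.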

How the results depend on the processing

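All comparisons of the CCL19-led or keratin-rich regions were chosen after seeing the data, so none of their values under alternatives was planned. Among the tests of possible causes for them, those of depth, of the structural genes and of held-out UMIs were also chosen after the result was seen. No paired analysis was possible because 1 section was measured. The number of regions was 7 to 10 over its 6 alternatives. Of 62 values under alternatives, 30 stayed within the interval of the value reported (within 1.5 times for the number of regions). The cause of the changes below was not tested.

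The IFN list in spots with CD3 UMIs over spots without, -0.03 (log2) as reported, was 6.80e-05 with no minimum of UMIs, -0.000416 at resolution 0.3, 0.053 after thinning, 0.00718 with 2 or more CD3 UMIs, -0.00770 by the 9-gene T cell list, -0.00530 without strata and -0.068 by the 5 genes the paper names. No region was keratinocyte-led as reported, so the planned comparison with the fibroblast-led regions had no value to compare with. It was -0.40 with no minimum, -0.33 with a minimum of 1000 UMIs and -0.34 at resolution 0.3. For keratin-rich over fibroblast-led regions the log2 ratio was -0.63, -0.33 and -0.61 under those settings, -0.41 after thinning, -0.49 without the 50 most abundant genes, -0.60 without *ACTA2* and *ASPRV1*, -0.72 by the 5 genes and -0.48 as the median of members with 20 or more UMIs in these regions. With no minimum and at resolution 0.3 there was 1 keratin-rich and 1 fibroblast-led region. That fibroblast-led region held all 41 spots of the CCL19-led region, where the IFN list was highest. The values -0.63 and -0.61 therefore compare other sets of spots than the value reported. The comparison had no value with all genes allowed in the clustering, which left no fibroblast-led region.

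The IFN list in the CCL19-led region over the other spots was 0.34 with no minimum and 0.30 at resolution 0.3, where the region merged into a fibroblast-led one of 498 and 425 spots. It was 0.45 with a minimum of 1000 UMIs (133 spots), 0.48 after thinning, 0.51 without the 50 most abundant genes, 0.49 by the 5 genes and 0.63 as the median of members. For the IFN chemokines the log2 ratio was 1.20, 1.33 and 1.98 with no minimum, at resolution 0.3 and with 1000 UMIs, 3.07 with all genes allowed in the clustering and 2.12 after thinning. With all genes allowed the region was led by *CXCL11*, a gene of this sum, and had 49 spots, 40 of them among the 41. The value 3.07 is therefore not independent of how that region was formed.

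The share of spots with a CD3 UMI was 7.39% with no minimum and 2.31% after thinning. *GZMB* was 5.46 and *GZMK* 0.593 per 100 UMIs of the 9-gene list, and *GZMB* 4.24 per 100 CD3 UMIs within spots with CD3 UMIs. With no minimum and with a minimum of 1000 UMIs, *GZMB* was 28.1 and 27.6 and *GZMK* 2.99 and 3.07 per 100 CD3 UMIs, within the intervals of the values reported. Thinning leaves fewer UMIs per spot, so a share of spots with a UMI holds for its depth alone.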

Differences from the paper's values

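This comparison with the stated filter was chosen after the table had been read. The paper's methods state that genes were kept with a log fold change greater than 0.25 and detection in at least 50% of the population tested. In the first 1998 rows of Supplemental Table 2, the lowest fold change was -2.85 and the lowest share of a cluster's cells with the gene was 6.80%. In 864 rows the fold change was below 0, and in 392 rows the share was under 50%. Read in either direction, the smallest size of a fold change was 0.25 (log2), and read as the larger of both shares, the smallest was 50.0%. None of the alternatives set before the data were examined applies to this table. No other value of the paper was computed here.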

Other observations

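The comparisons of the CCL19-led region and the choice of genes described were made after the data were seen. Levels in CPM are UMIs per 1000000 UMIs, and their intervals cover counting error only.

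The spots of the lesional section fell into 10 regions. Fibroblast-led spots, with *COL1A1*, *COL1A2*, *ELN* and *SFRP2* or with *COL3A1*, *OGN* and *LUM* in front, formed 2 regions of 316 and 150 spots, 20.2% and 9.60% of the spots. A sweat gland-led region of 73 spots carried *DCD* and *MUCL1*, which encode products of these glands. A follicle-led region of 70 spots carried *KRT71*, *KRT25* and *TCHH*, genes of the inner root sheath, and a smooth muscle-led region of 22 spots carried *DES* and *MYH11*. Epidermal genes led 2 further regions, one of 57 spots with *KRT1* and *COL17A1* and one of 16 spots with *WFDC12*, *LCE1B* and *FLG*, a gene of the cornified layer. The largest region, 692 spots or 44.3%, was led by the hemoglobin genes *HBA2*, *HBA1* and *HBB* and by *IGHA1*, and had the lowest median depth, 1511 UMIs. The hemoglobin genes were sparse there, with 91, 34 and 35 of its 1203779 UMIs. Its fibroblast list had 56897 CPM and its keratinocyte list 37050, against 53743 and 43639 over all spots kept. The name therefore does not describe most of the RNA of this region. A region of 126 spots was led by *COMP* and held *CCL21*, *FCER1A* and the epidermal genes *CCL27* and *WNT7B* among its leading genes, and its keratinocyte list, at 63112 CPM, was below that of the WFDC12-led and KRT1-led regions alone.

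A region of 41 spots was led by *CCL19*, a chemokine that draws T cells and dendritic cells through CCR7, and was picked out for its level of this gene, which is therefore not given as a result. When *CXCL9*, *CXCL10* and *CXCL11*, ligands of CXCR3 on T cells, were left out of the clustering, a region of 37 spots, all among the 41, had a log2 ratio of 2.70 (95% interval 2.35 to 3.04) to the other spots for the sum of these genes. The ratio was 1.20 (0.89 to 1.52) with no minimum of UMIs and 1.33 (1.02 to 1.65) at resolution 0.3, where the 41 spots lay in a fibroblast-led region of 498 and 425 spots. In the 41 spots *CXCL10* had 62.9 CPM (43.0 to 88.7) against 8.10 elsewhere and *CXCL11* 130 (100.3 to 164.9) against 20.0, but both are among the leading genes of that region, so these levels are not independent of how it was described. On hg38 they lie on chromosome 4 from 76021118 to 76023497 and from 76033682 to 76041415. *IFIT3* had 664 CPM (595 to 739) in the region and 346 elsewhere. The endothelial list had 8854 CPM there and 742 to 5136 in the other regions, and the antigen presentation list 29228 against 10664 to 20667. In 33 endothelial-rich spots of other regions, which were less endothelial than this region, the 3 chemokines had 47.2 CPM (12.8 to 120.7; 4 UMIs) against 202 (165 to 245) in the region. The plasmacytoid dendritic cell list had 90.3 (66.1 to 120.5) there against 5.74 to 56.0 in the other regions, although *PLD4* gave 9 and *LILRA4* 1 of its 46 UMIs. The resident memory list had 208 (170 to 252) against 28.7 to 148, but 82 of its 106 UMIs there were of *ITGA1* and 20 of *ITGAE*, integrin genes that are not specific to T cells, and 2 of *CD69*. The adipocyte list had 212 (174 to 256) against 7.40 to 193, and 107 of its 108 UMIs there were of *FABP4*, which endothelial cells also express. The intervals of these 3 lists overlapped those of the smooth muscle-led region, and those of the plasmacytoid dendritic cell and resident memory lists also overlapped those of the larger (46.2 to 67.4) and the smaller (107.3 to 173.9) fibroblast-led region, respectively. CD3 genes had 15.7 CPM there (6.78 to 31.0; 8 UMIs) and 20.2 over all spots kept, a difference within counting error. The T cell list of 9 genes had 143 CPM (112 to 180) there and 39.1 to 139 in the other regions, with 139 (124 to 157) in the larger fibroblast-led and 130 (111 to 152) in the HBA2-led region, so it did not set the CCL19-led region apart from these beyond counting error.

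The 4 lists of Supplemental Table 3 were also measured over regions. The IFN list ranged from 12711 CPM in the follicle-led region to 26779 (26331 to 27232) in the CCL19-led region. In the WFDC12-led region it fell from 13780 to 8827 without *ACTA2* and *ASPRV1*. The activation list ranged from 29075 in the WFDC12-led to 49867 in the CCL19-led region, and the cytotoxicity list from 9960 in the follicle-led to 24653 in the CCL19-led region. Of the cytotoxicity list, 25 of 31 members measured were higher in the CCL19-led region than in the other spots, with a median log2 ratio of 0.51 (percentile 99.98 among random lists), whereas the medians of the activation and exhaustion lists were 0.07 and 0.03 (percentiles 86.3 and 40.8). The cytotoxicity list is carried by *B2M* and HLA genes, with 41279 UMIs of *B2M* and 36668 of *HLA-B* among its 131510, whereas *PRF1* had 48. The exhaustion list was highest in the follicle-led region, at 22570 CPM. It contains *KRT27*, a hair follicle keratin, with 3633 of its 27648 UMIs there, so most of that level came from other genes. All other spots together had 2497 UMIs of *KRT27*, so this gene gave a part of the difference between the region and those spots.

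A planned comparison asked whether the IFN list was higher in spots with T cell transcripts. No such difference was detected. Spots with CD3 UMIs had a log2 ratio of -0.03 (-0.05 to -0.01) to the other spots of the same regions. The sign was not the same under every alternative. The ratio was 0.053 (-0.06 to 0.16) after thinning, 6.80e-05 (-0.02 to 0.02) with no minimum of UMIs and 0.00718 (-0.03 to 0.05) with 2 or more CD3 UMIs, with intervals that included 0. At resolution 0.3, by the 9-gene T cell list and without strata it was below 0, also with intervals that included 0. Under the other alternatives with an interval it stayed below 0 with an interval that excluded 0, as with a minimum of 1000 UMIs (-0.05, -0.07 to -0.03) and by the 5 genes the paper names (-0.07, -0.12 to -0.02). Over all spots kept the list had 18393 and 18461 CPM. The ratio was 0.05 (0.02 to 0.08) in the larger fibroblast-led region and -0.09 (-0.14 to -0.04) in the COMP-led region, on 53 and 17 spots with CD3 UMIs. It was -0.13 in both the follicle-led (-0.20 to -0.07) and the KRT1-led (-0.20 to -0.05) regions, on 10 and 4 such spots. In each of the other regions the interval included 0. CD3 UMIs were present in 142 spots, 9.09% (7.71 to 10.6), with a median depth of 6899 UMIs against 2659 in the other spots. After thinning every spot to one depth the share was 2.31% (1.58 to 3.24). A CD3 UMI marks a small part of a spot's RNA, so the comparison of the IFN list is one of areas and not of T cells.

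*GZMB* had 27.9 UMIs per 100 CD3 UMIs (19.7 to 38.9) and *GZMK* 3.03 (0.971 to 7.22), summed over all spots kept. Within spots with CD3 UMIs these were 4.24 (1.68 to 8.94) and 1.21 (0.146 to 4.45), so neither is a level per T cell. The 44 spots with a *GZMB* UMI included 7 with a CD3 UMI. Other genes were divided in a similar way, with 23 of 133 spots for *NKG7* and 38 of 248 for *CD4*. CD3 UMIs were found in 9.09% of all spots kept, and those spots were deeper. The division therefore does not place *GZMB* away from T cells. *GNLY* had 56 UMIs and *PRF1* 48, and the T cell genes *CD8A* and *CD8B* had 19 and 14 against 322 of *CD4*, which macrophages also express. *FGFBP2*, listed with the cytotoxic genes, had 50 of its 97 UMIs in the sweat gland-led region, at 87.6 CPM (65.0 to 115.5) against 6.19 elsewhere.

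Genes used to mark T cell or dendritic cell subsets in dissociated cells differed between regions, and epithelial regions differed among themselves. *MAF*, which the paper reports for Tph/Tfh cells, had 432 CPM (391 to 476) in the KRT1-led region and 368 (335 to 404) in the follicle-led region, but 126 (98.7 to 159) in the sweat gland-led region, and 196 (177 to 216) in the larger fibroblast-led region. *TNFRSF18* had 55.0 (41.1 to 72.1) in the KRT1-led and 59.8 (44.4 to 78.8) in the COMP-led region, of which it is a leading gene, but 9.80 (5.06 to 17.1) in the follicle-led region, against 13.9 (9.23 to 20.1) in the larger fibroblast-led region. *LAMP3*, a gene of mature dendritic cells, had 90.6 (74.5 to 109.1) in the follicle-led and 87.7 (69.9 to 108.8) in the KRT1-led region, but 22.8 (12.1 to 38.9) in the sweat gland-led region, and 9.82 (3.19 to 22.9) in the CCL19-led region. *CXCL13*, *PDCD1* and *ICOS* had 5, 6 and 4 UMIs, too few to place.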
